# Inactivation of EMILIN-1 by Proteolysis and Secretion in Small Extracellular Vesicles Favors Melanoma Progression and Metastasis

**DOI:** 10.3390/ijms22147406

**Published:** 2021-07-09

**Authors:** Ana Amor López, Marina S. Mazariegos, Alessandra Capuano, Pilar Ximénez-Embún, Marta Hergueta-Redondo, Juan Ángel Recio, Eva Muñoz, Fátima Al-Shahrour, Javier Muñoz, Diego Megías, Roberto Doliana, Paola Spessotto, Héctor Peinado

**Keywords:** EMILIN-1, small extracellular vesicles, metastasis, melanoma

## Abstract

Several studies have demonstrated that melanoma-derived extracellular vesicles (EVs) are involved in lymph node metastasis; however, the molecular mechanisms involved are not completely defined. Here, we found that EMILIN-1 is proteolyzed and secreted in small EVs (sEVs) as a novel mechanism to reduce its intracellular levels favoring metastasis in mouse melanoma lymph node metastatic cells. Interestingly, we observed that EMILIN-1 has intrinsic tumor and metastasis suppressive-like properties reducing effective migration, cell viability, primary tumor growth, and metastasis. Overall, our analysis suggests that the inactivation of EMILIN-1 by proteolysis and secretion in sEVs reduce its intrinsic tumor suppressive activities in melanoma favoring tumor progression and metastasis.

## 1. Introduction

The tumor microenvironment has been found to play an active role in tumor progression [1]. Tumors induce the formation of microenvironments at distant organs that are conducive to the survival and outgrowth of tumor cells prior to their arrival at these sites. These microenvironments were termed “pre-metastatic niches” (PMNs) [2]. This concept proposes the ability of primary tumor cells to precondition regional and distal organs for future metastatic disease before the arrival of circulating tumor cells via tumor-derived factors. Therefore, PMNs represent an abnormal and favorable microenvironment for metastasis [2].

Several reports have highlighted the role of extracellular vesicles (EVs) during PMN formation [3,4]. EVs are composed of a lipid bilayer that contains molecular cargo representative from the cell of origin (e.g., proteins, RNA, DNA, etc.) [5]. EVs mediate cell-cell communication by several mechanisms, from inducing intracellular signaling after their interaction, to confer new properties due to the acquisition of new receptors, enzymes, or even genetic material after their uptake [6]. EVs can be classified based on their origin and size. A recent classification based on size divided them into large (lEVs) and small EVs (sEVs) [7], whereby microvesicles, apoptotic bodies and oncosomes can be considered lEVs, yet smaller vesicles like exosomes and exomeres are considered sEVs [7]. SEVs serve as a vehicle for horizontal transfer of molecules such as RNAs, DNA, and proteins which, once in the target cell, can exert their function [4,5,6,8,9]. The International Society for Extracellular Vesicles (ISEV) released MISEV guidelines in 2018 [10] detailing the minimum criteria for confirming isolation of EVs. In this work, we ensured to follow MISEV guidelines recommend [10], such as (i) defining quantitatively the source of EVs, (ii) characterization of the abundance of EV particle number and protein content, (iii) proteomic characterization, and (iv) purity of the preparation.

Tumors induce changes in the sentinel LN (LNs) such as enhanced lymphangiogenesis [11,12], induction of an immunosuppressive environment, and increased vascular flow [13,14]. These changes precede metastatic colonization and contribute to the formation of the PMN in the LNs [11,13,14]. Understanding the mechanisms involved in LN metastasis is crucial to define the first steps of melanoma metastatic spread. Given that sEVs-derived from melanoma cells promote lymphangiogenesis, extracellular matrix (ECM) remodeling, immunosuppression, and metastasis in LNs [15,16], in this work we wanted to analyze if sEVs derived from lymph node metastatic melanoma cells have a specific signature that may favor tumor lymph nodes. For this purpose, we used the B16-F1R2 model, a lymph node metastatic melanoma cell line generated by the group of Dr. Michael Detmar [17]. In comparison to other B16 variants, B16-F1R2 was injected intracutaneously and B16-F1R2 was isolated from metastatic lymph nodes and it is a useful model to understand lymph node metastasis in mouse melanoma models [17]. We have found a specific signature of genes over-expressed in cells and proteins hyper-secreted in sEVs including EMILIN-1, a protein involved in lymph node physiology and pathology [18,19]. Elastin microfibrillar interface proteins (EMILINs) constitute a four-member family of glycoproteins with a C-terminus gC1q domain typical of the gC1q/TNF superfamily members and also contain N-terminus unique cysteine-rich EMI domain [20]. EMILIN-1 has been characterized in multiple scenarios such as cell migration [21] and proliferation [20], cell migration [21], lymphatic vessel function [22] skin homeostasis [23], and cancer development [19].

In this work, we found that EMILIN-1 is proteolyzed and secreted in sEVs as a mechanism to reduce its intracellular levels in B16-F1R2 cell line. In order to analyze the relevance of our findings, we overexpressed EMILIN-1 in B16-F1 cells and found a reduction of effective migration and cell viability, suggesting that EMILIN-1 has intrinsic tumor suppressive activities in melanoma. Noteworthy, EMILIN-1 overexpression led to reduced primary tumor and lymph node metastasis in B16-F1 mouse melanoma xenograft models. Overall, our data suggest that the proteolysis of EMILIN-1 and its secretion in sEVs is a novel mechanism of EMILIN-1 inactivation favoring melanoma metastasis.

## 2. Results

### 2.1. Characterization of Secreted sEVs in Melanoma Models

We have characterized secreted sEVs from a panel of mouse melanoma models representative of low metastatic potential (B16-F1), high metastatic potential (B16-F10), and lymph node metastasis (B16-F1R2) [17] (Figure 1A). We first isolated by ultracentrifugation and characterized secreted sEVs from the melanoma models described. Analysis of protein in secreted sEVs demonstrated that, congruently with our previous published data [24], the lymph node metastatic cell line (B16-F1R2) and the high metastatic model (B16-F10) secrete increased protein cargo in sEVs than the poorly metastatic cell line B16-F1 (Figure 1B,C). Analysis by nanoparticle tracking analysis showed a typical distribution size of sEVs with similar mean and mode (Supplementary Figure S1A–C). Particle number showed a tendency to increase in B16-F10 cells but was not significant. (Supplementary Figure S1D).

To investigate the proteomic signatures in the sEVs associated with the lymph node metastatic melanoma model B16-F1R2, we collected sEVs from this model and the parental B16-F1 model and performed mass spectrometry analysis (Figure 1D). We identified 2225 proteins in the sEVs derived from these models and confirmed that samples clustered by cell line after performing unsupervised hierarchical clustering analysis (Figure 1D). Differential analysis showed that 33% of the proteins were significantly regulated. Among them, we found 338 upregulated proteins in B16-F1R2–derived sEVs compared to parental-derived sEVs suggesting the existence of a proteomic signature associated with the LN metastatic model. Specifically, we found an enrichment in proteins that related ECM to organization (Supplementary Figure S2).

We performed RNA sequencing in B16-F1, B16-F1R2 cells (Supplementary Table S1, example of cluster Figure 1E) and correlated the protein cargo secreted in sEVs with gene expression data in B16-F1 and B16-F1R2 cells (Supplementary Table S2). 

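The deposited RNA sequencing data cover 2 libraries of B16-F1, the mouse melanoma line of low metastatic potential, and 2 libraries of B16-F1R2, its lymph node metastatic variant. They also hold 2 libraries of a line labelled B16-F1R2L, which the paper's text does not name. The paper's text does not say whether the 2 libraries of a line came from separate cultures, and the spread between them is used here as it stands. Polyadenylated RNA was sequenced in single-end reads of 50 bases with a stranded kit and aligned by the authors with TopHat to NCBI37/mm9. The authors deposited one table of FPKM values (fragments per kilobase of transcript per 1000000 mapped reads) for 23951 genes, and the paper's text names the nextpresso pipeline for the reads but no step that gives FPKM and no gene annotation. The paper computed differential expression with DESeq2, and read counts were not used here. FPKM are not counts, so the values were compared on the scale log2(FPKM + 0.1) with limma, an empirical Bayes linear model, with Benjamini-Hochberg adjustment over the 11379 genes that reached 1 FPKM in at least 2 libraries. A fold change on this scale understates the change of genes with low values. All 6 libraries entered the model so that the lines shared one estimate of the spread. The FPKM summed to 649681 and 655153 in the B16-F1 libraries, 672794 and 637683 in B16-F1R2, and 618618 and 596657 in B16-F1R2L. The 10 genes with the highest values held between 7.15% and 7.91% of these sums. Between 10617 and 10619 genes reached 1 FPKM in B16-F1, against 10971 and 11001 in B16-F1R2 and 11157 and 11168 in B16-F1R2L. The table gives no read totals. Taking the lowest values of genes with 1 annotated transcript as single reads, the depth was estimated at 13100000 and 12200000 reads for B16-F1, 13700000 and 14500000 for B16-F1R2, and 13400000 and 14500000 for B16-F1R2L. The median difference between the 2 libraries of a line over the tested genes was 0.067 on the log2 scale in B16-F1, 0.085 in B16-F1R2 and 0.095 in B16-F1R2L. The first principal component held 63.3% of the variance and separated B16-F1 from the other two lines. The authors bought B16-F1 from a cell repository and received B16-F1R2 from another laboratory, so line and source cannot be told apart.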

We observed that some overexpressed genes belonged to proteins hyper-secreted in sEVs from B16-F1R2. 

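In the RNA data, 3207 of the 11379 tested genes were higher and 3098 lower in B16-F1R2 than in B16-F1 at an adjusted p under 0.05 from limma. With a log2 fold change of at least 1 required as well, which was the alternative that moved these counts most, 819 genes were higher and 328 lower. For 9103 of the tested genes both B16-F1R2 libraries lay on the same side of both B16-F1 libraries, where chance gives 33.3% of them. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so the calls rest on the spread that limma pools across genes. The number of genes called follows that spread, which was small. All 8 genes labelled in Figure 1F as overexpressed and hyper-secreted were among the genes higher in B16-F1R2, both with adjustment over all tested genes and over these 8 alone. As the paper labelled them from these data, this count does not show stability. Their log2 fold changes ran from 3.15 to 8.24, with a median of 6.78. The protein measurements of sEVs were not analysed here.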

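Emilin1, the gene that encodes EMILIN-1, lies on the plus strand of chromosome 5 of NCBIM37 (mm9) from 31215775 to 31223651. The annotation used here gives it 5 transcripts, the longest of 3853 bases in 8 exons, and no exon of another gene overlaps its exons. Of the 4670 stretches of 50 bases in its protein-coding transcripts, 24 (0.514%) also occur without mismatch in a protein-coding transcript of another gene. Other sequences and matches with mismatches were not searched. The FPKM of Emilin1 were 4.50 and 4.41 in the B16-F1 libraries and 40.3 and 40.6 in the B16-F1R2 libraries. With 1 read worth about 0.0192 FPKM at a transcript of this length, the values lie far above single reads in both lines. The log2 fold change was 3.15 (standard error 0.08, adjusted p = 1.5e-06 from limma), which ranked 316 among the 11379 tested genes from the largest rise down. The rank depends on the setting, from 88 with a pseudocount of 1 to 386 with a pseudocount of 0.01. Across the other processing settings the log2 fold change stayed between 2.93, with a pseudocount of 1, and 3.27, after a correction for GC content and gene length. With each library left out in turn it stayed between 3.14 and 3.17. The 10 nearest tested genes, 5 on each side, span chromosome 5 from 30969150 to 31460526, and their median log2 fold change was -0.11. Of these, Agbl5 and Cad had positive values and Khk fell most, with a log2 fold change of -1.09 (adjusted p = 0.0016 from limma). The small positive value of Agbl5 became negative after quantile normalization, and that of Mapre3, which was negative, became positive when a B16-F1 library was left out.

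**Figure D1:**
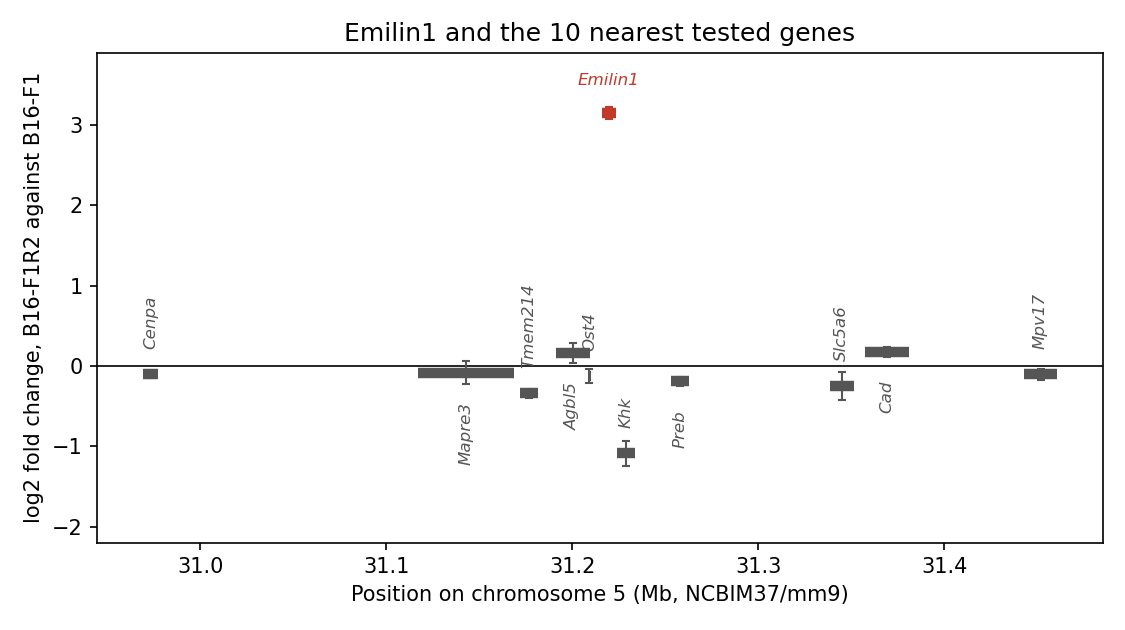
Log2 fold change of B16-F1R2 against B16-F1 (vertical axis) for Emilin1 and the 10 nearest tested genes by their position on chromosome 5 in megabases (horizontal axis). Bars span each gene and whiskers show the standard error from limma; Emilin1 lies at 3.15 and its neighbours between -1.09 and 0.18.

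The paper selects EMILIN-1 among several candidates, and its discussion gives as the reason the relevance of the protein to ECM remodeling, cell adhesion, lymphatic vessels and proliferation.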

Interestingly, out of several candidates we selected EMILIN-1, a protein related to ECM and lymph node remodeling [23], that was hyper-secreted in sEVs and also overexpressed at the mRNA level (Figure 1F, Supplementary Table S2).

### 2.2. EMILIN-1 Is Proteolyzed and Secreted in sEVs from B16-F1R2 Cell Line

Analysis of EMILIN-1 expression by qPCR showed that while it is highly expressed in melanocytes (melan-a), its levels were downregulated level in B16-F1 and then re-expressed in B16-F1R2 and F10 at mRNA (Figure 2A). Importantly, analysis of EMILIN-1 expression by Western-blot using specific antibodies [19] in mouse melanoma models demonstrated that it is not detected intracellularly in any of the tested cell lines but interestingly it is secreted in sEVs derived from LN metastatic model B16-F1R2 (Figure 2B, left panels, cells), which let us hypothesize that EMILIN-1 could be detected extracellularly in sEVs. Indeed, supporting our mass spectrometry data, EMILIN-1 was detected in sEVs but with several bands with a lower molecular weight than expected (150 KDa) as opposed to the full-length protein used as a positive control (Figure 2B, right panels, sEVs), supporting its proteolysis. Interestingly EMILIN-1 has been previously reported to be inactivated by proteolysis in other models [25,26], suggesting that secretion and proteolysis of this protein in melanoma cells could be a novel mechanism of its inactivation.

We next decided to analyze if EMILIN-1 secretion in sEVs could be inhibited by the use of the EV secretion inhibitor GW4869, a non-competitive inhibitor of sphingomyelinase. In agreement with WB and RNA expression data, we observed that EMILIN-1 is expressed and deposited in the ECM by melan-a cell line, however, is not detected in B16-F1 and B16-F1R2 cells (Figure 2C, upper panels). Treatment with GW4869 did not affect EMILIN-1 in melan-a and B16-F1 cells (Figure 2C, lower left, and middle panels), suggesting that extracellular deposition of EMILIN-1 by melan-a cells is not mediated by EV secretion. However, we observed a significant accumulation of EMILIN-1 in the B16F1-R2 cell line after treatment with GW4869 (Figure 2C, lower right panel). We performed similar studies but using the proteasome inhibitor MG-132, a potent, reversible, and cell-permeable proteasome inhibitor and reduces the degradation of ubiquitin-conjugated proteins in mammalian cells [27,28]. We observed that EMILIN-1 levels remained similar after MG-132 treatment in all cell types, suggesting that proteasome inhibition does not affect EMILIN-1 levels. (Supplementary Figure S3). These data showed that inhibition of EV secretion avoids EMILIN-1 secretion extracellularly in the B16-F1R2 cell line.

### 2.3. EMILIN-1 Overexpression Reduces Cell Viability and Effective Migration

Since EMILIN-1 has been already reported to have tumor suppressive like functions [19,29], we postulated that melanoma cells secrete and degrade EMILIN-1 in sEVs as a novel mechanism to inactivate its suppressive signals in melanoma. To define the intrinsic role of EMILIN-1 in melanoma cells, we performed cell viability and cell cycle assays. We first analyzed cell viability in B16-F1-HA control cells or cells overexpressing HA-EMILIN-1 (B16-F1-HA-E1). To define the effects on cell proliferation we analyzed a number of viable cells at different time points (24, 48, and 72 h). We observed that overexpression of EMILIN-1 reduced significantly B16-F1 cell viability in three different clones analyzed (Figure 3A). To determine if this reduction was due to changes in cell cycle, we analyzed cell cycle histograms for bulk DNA staining (PI), after the addition of EdU, in B16-F1-HA and B16-F1- HA-E1 cells after 24h, 48h, 72h, 96 h (Figure 3B). We found that EMILIN-1 overexpression does not significantly affect the cell cycle in B16-F1 cells. These results suggest that EMILIN-1 affect mainly the metabolic balance and cell viability in cells but not the cell cycle of the cells. Analysis of the percentage of cells in the S phase was then calculated. We found that EMILIN-1 overexpression does not affect significantly cell cycle compared to B16-F1-HA control cells (Figure 3C). Then, we performed melanoma cell migration tracking assays in B16-F1-HA and B16-F1-HA-E1 cells. We observed in their trajectory reconstruction that there is a loss of migration directionality in cells overexpressing EMILIN-1 compared to control cells B16-F1-HA cells that had a defined migration (Figure 3D). These data suggest that increased EMILIN-1 levels reduce effective migration in melanoma cells. Therefore, it is plausible that reduction of intracellular EMILIN-1 levels observed along melanoma progression could be required for efficient and independent migration, a well-known property of melanoma cells.

### 2.4. EMILIN-1 Overexpression Reduces Primary Tumor Growth and Lymph Node Metastasis

We next analyzed the effect of EMILIN-1 overexpression in tumor growth and metastatic properties of B16-F1 cells. For this purpose, C57BL/6 mice were injected subcutaneously with B16-F1-HA control cells or cells overexpressing EMILIN-1 (B16-F1- HA-E1). We found that EMILIN-1 overexpression led to a significant reduction of tumor growth (Figure 4A). Moreover, analysis of lymph node metastasis after intra-footpad injection showed a reduction of lymph node metastasis after EMILIN-1 overexpression (Figure 4B,C). These data support that EMILIN-1 overexpression reduces both primary tumor growth and lymph node metastasis in B16-F1 cells.

### 2.5. EMILIN-1 Stabilization Leads to Reduced Lymph Node Metastasis

Among all the proteolytic enzymes released by the tumor, neutrophil elastase (NE) was found as the main enzyme able to fully impair the regulatory function of EMILIN-1 in sarcoma and ovarian cancer [19,29]. The consequence of this proteolytic process was the impairment of its anti-proliferative role [22,29]. The local administration of Sivelestat, an inhibitor of neutrophil elastase prevents EMILIN-1 degradation and reduces lymphoedema, restoring a normal lymphatic functionality in a mouse lymphoedema model [22,29]. Analysis by site direct mutagenesis in 914 residues of EMILIN-1 demonstrated that mutant R914W was resistant to NE proteolytic cleavage [22,29]. Based on this, we next analyzed the effect of the stabilization mutant of EMILIN-1 (E1-R914W) [22,29] in B16-F1R2 cells in primary tumor growth and metastasis. We observed that while EMILIN-1 stabilization mutant did not affect significantly primary tumor growth (Figure 5A,B), it reduced significantly spontaneous lymph node metastasis (Figure 5C,D). We also analyzed the effect in lymph node experimental metastasis after footpad injection and we observed that EMILIN-1 stabilization mutant expression reduced lymph node metastases (Figure 5E–G).

## 3. Discussion

During the last years, several studies have demonstrated that EVs play an important role in cell-cell communication being actively involved in tumor progression and metastasis [30]. Data support that tumor-derived EVs are key players in the formation of pre-metastatic niche formation at distal sites and metastatic organotropism [2]. Consistent with this, tumor-derived sEV can reach the sentinel lymph nodes favoring metastatic spread [15,16]. Indeed, they have been proposed to play a role in lymph node pre-metastatic niche formation [11]. It has been previously reported that metastatic melanoma models secrete higher amounts of proteins in sEV as compared to low metastatic models [24]. In addition, sEV protein concentrations are higher in the plasma and seroma of melanoma subjects with higher stages (III, IV) compared to lower stages (I, II) and subjects without cancer [24,31]. In agreement with that, we observed that sEVs from lymph node metastatic (B16-F1R2) and high metastatic models (B16-F10) secrete higher amounts of protein in sEV than poorly metastatic cell line B16-F1. However, the gene expression signatures associated to melanoma lymph node metastatic cells on sEV have never been defined. Therefore, in this work we have characterized the gene expression profile and the proteomic signature associated with sEV in the lymph node metastatic model B16-F1R2 [17]. 

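To set the overexpressed mRNAs against the ECM, core ECM genes (collagens, laminins, ECM glycoproteins and proteoglycans) were listed by symbol before their values were seen, and 58 of them passed the filter on low values. Of these 58 genes, 32 (55.2%) were higher in B16-F1R2 than in B16-F1, against 28.0% of the other tested genes (odds ratio 3.16, p = 1.4e-05, one-sided Fisher's exact test). Genes are not independent of each other, so this p describes the list. For the genes that were lower in B16-F1R2 the odds ratio was 0.62, with 11 ECM genes (p = 0.95, Fisher's exact test). At a log2 fold change of at least 1, the setting that moved the odds ratio most, 21 ECM genes were higher (odds ratio 7.48) and 6 were lower (odds ratio 3.94, p = 0.0063, Fisher's exact test). The test camera of limma, which allows for correlation between genes, gave a shift upward with p = 3.0e-04. With the pseudocount of 0.1, the ECM genes with the largest rise after Hapln1 were Col1a1 with a log2 fold change of 5.54, Spp1 with 4.43, Emilin2 with 4.38, Tnxb with 4.37, Ntn5 with 4.22, Col8a1 with 4.20 and Mfap2 with 4.09. Emilin2 and Ntn5 were listed at 0 in both B16-F1 libraries. With a pseudocount of 1 the log2 fold changes fell to 1.58 for Emilin2, 1.61 for Tnxb, 1.47 for Ntn5 and 1.51 for Col8a1. Prelp and Lamb1 changed in the other direction, with log2 fold changes of -4.07 and -3.98, and of -1.37 and -2.86 with a pseudocount of 1. Prelp was listed at 0 in both B16-F1R2 libraries. Lamb1 went from 10.4 and 10.4 FPKM in B16-F1 to 0.571 and 0.557 in B16-F1R2 (adjusted p = 1.5e-05 from limma).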

Analysis of the mRNAs over-expressed in the cells and proteins hyper-secreted in sEV showed a signature related to ECM and processes linked to tumor-microenvironment interaction. Among all the proteins observed in the signature, we focused our analysis on EMILIN-1 due to its relevance in processes such as ECM remodeling, cell adhesion, lymphatic vessel functionality, and proliferation [19,22,25,32,33].

Importantly, we found that EMILIN-1 was not detected at protein level intracellularly in B16-F1R2, but seems to be proteolyzed and secreted through sEV, suggesting that sEV contributes to the clearance of the protein in tumor cells. Our data show that EMILIN-1 is proteolyzed and secreted in sEV while is still detected at mRNA level but undetectable in sEV from the highly metastatic model B16-F10. These results suggest that EMILIN-1 proteolysis and secretion in sEV favor lymph node metastasis, while additional mechanisms of EMILIN-1 inactivation (e.g., reduction of protein half-life or translational repression) may arise later in highly metastatic models. Interestingly, some studies have suggested that secretion of specific cargo in sEVs may be a mechanism of eliminating tumor suppressor molecules (e.g., miRNAs, proteins) favoring the survival of cancer cells [34,35,36]. Therefore, we postulated that EMILIN-1 secretion and degradation in sEVs might be a novel mechanism involved in EMILIN-1 inactivation melanoma progression and metastasis.

EMILIN-1 is considered a tumor-suppressor-like protein in skin, cancer, and breast cancer [19,37,38]. Studies with the knock-out animal revealed an important role of EMILIN-1 in the microenvironment to prevent tumor growth and spontaneous metastasis models [19,38]. Importantly, analysis in EMILIN-1 KO showed that its ablation in the microenvironment promoted tumor progression in skin, melanoma, and colon cancer models [19]. Other few proteins such as Fibulin-2 [39], EMILIN-2 [40], and Decorin [41], are described also to have tumor suppressive functions. Therefore, degradation/downregulation of these proteins could reduce their tumor-suppressive activities. In the case of EMILIN-1, degradation by neutrophil elastase (NE), MMP-3, -9, and MT1-MMP is already reported [26,29]. In our study, EMILIN-1 secreted in sEVs is proteolyzed; however, the use of NE and MMP inhibitors in vitro in our models did not change the proteolytic pattern (data not shown), suggesting that additional protease activities involved. Defining the EMILIN-1 “degradome” in specific melanoma scenarios could be crucial to find novel inhibitors that may lead to the reactivation of its suppressive activity in vivo. Interestingly, we analyzed the effect of the extracellular vesicle secretion inhibitor GW4869 on the regulation of EMILIN-1 and found that it is accumulated intracellularly after inhibition demonstrating its active secretion in sEVs.

The fact that EMILIN-1 is lost along melanoma progression, suggests its role as a tumor suppressor-like intrinsically. Hence, we studied the role of EMILIN-1 in melanoma cells by analyzing its influence in cell viability and cell cycle assays. We observed that EMILIN-1 overexpression in the B16-F1 cell line reduced cell viability. These results are in agreement with published data defining that EMILIN-1 expression in the ECM reduces cell proliferation in normal and tumor cells [18,20,29]. Our analysis of the cell cycle could not define any effect on it, but rather a decrease in cell viability suggesting a metabolic activity. We also analyzed the impact of EMILIN-1 in cell migration. We observed that cells overexpressing EMILIN-1 had no directed migration, suggesting that its overexpression impairs effective migration in melanoma cells. Previous analysis of EMILIN-1 expression in the skin showed that it locates in the dermis, up to the basement membrane, interacting with components of the ECM but also with the anchoring complex suggesting an important role for cell adhesion, migration, proliferation. 

Notably, we observed a significant decrease in tumor growth in B16-F1 cells overexpressing EMILIN-1. Importantly, analysis of experimental lymph node metastasis after footpad injection showed a significant decrease in both models B16-F1R2-R914W and B16-F1-HA-E1. These data support that besides a tumor suppressor-like protein, EMILIN-1 has an important effect on reducing lymph node metastasis. Analysis of the main genes affected after EMILIN-1 overexpression may be interesting to define the mechanism involved in metastasis suppression.

Altogether, our data support that EMILIN-1 proteolysis and secretion in sEVs reduce its tumor- and metastatic suppressive-like properties favoring cell viability, effective migration, tumor growth, and lymph node metastasis in mouse melanoma cells. We propose a novel and not previously defined intrinsic tumor-suppressive activity of EMILIN-1 in melanoma cells that is abolished by its proteolysis and secretion in sEVs favoring tumor progression and metastatic behavior.

Studies of EMILIN-1 expression in ductal invasive breast cancer carcinoma showed decreased production of Emilin1 mRNA and protein in grade II and III tumors compared to control [42]. Similarly, increased expression of EMILIN-1 among other twelve stromal proteins were associated with low proliferation in non-small cell lung cancer (NSCLC) [43]. These data suggest that decreased production of EMILIN-1 in some tumor types is related to the higher proliferation of tumor cells in breast and lung cancer. So far, the relevance of EMILIN-1 in human melanoma is not reported, our data support a role as suppressor intrinsically as previously reported in the microenvironment [19]. Our work is the first one reporting EMILIN-1 in secreted EVs, due to the relevance of circulating EVs as biomarkers in melanoma patients including nucleic acids and proteins [24,31,44,45], it would be interesting to analyze EMILIN-1 in circulating EVs. Further analysis determining EMILIN-1 stability, degradation, and its secretion in circulating exosomes may help in defining these details. Similarly, analysis of EMILIN-1 expression and its correlation with clinical data (e.g., mutational status, grade, etc.) would be helpful to correlate its expression with the outcome, recurrence, or response to therapy.

## 4. Methods

### 4.1. Cell Lines

B16-F1 and B16-F10 were purchased from American Type Culture Collection (ATCC). The lymph node metastatic variant B16-F1R2 was kindly provided by Dr. Michael Detmar and Dr. Steven Proulx (ETH Zurich, Switzerland) [17]. Spontaneously immortalized mouse melanocytes cell line (melan-a) was kindly provided by Dr. Dorothy C Bennett, (St. George’s University of London). All melanoma cell lines were grown in high glucose DMEM (Lonza, Switzerland, #D6429) supplemented with 10% fetal bovine serum (Hyclone, Gibco, Waltham, MA, USA #SH30071.03IH), 2 mM glutamine, and 20 μg/mL gentamicin (Sigma, St Louis, MO, USA #G1272). The melan-a cell line was cultured in RPMI (Gibco, #11875-093), supplemented with 5% fetal calf serum (Gibco #16030074) and 200 nM 12-Otetradecanoyl phorbol-13-acetate (Sigma #16561-29-8). All cells were grown at 37 °C in a humidified 5% CO_2_ atmosphere and routinely tested for mycoplasma contamination.

### 4.2. sEVs Purification

Cells were cultured in a medium supplemented with 10% sEV-reduced fetal bovine serum (Hyclone #SH30071.03IH). FBS was reduced from bovine sEVs by ultracentrifugation at 100,000× *g* for 70 min. For sEV isolation, the conditioned medium for 72 h was centrifuged at 500× *g* for 10 min RT to remove cell contaminants. Then, to remove big debris and microvesicles the supernatant fraction was centrifuged at 12,000× *g* for 20 min at 10 °C. SEVs were then harvested by ultracentrifugation at 100,000× *g* for 70 min. The sEVs pellet was washed in 20 mL of PBS and sEVs were collected by ultracentrifugation at 100,000× *g* for 70 min. All ultracentrifuge spins were performed at 10 °C using a Beckman (Brea, CA, USA) Optima ×100 centrifuge with Beckman TYPE 70.1Ti rotor. The final sEVs pellet was resuspended in 100 μL of PBS and the protein content was measured by bicinchoninic acid assay (Pierce™ BCA Protein Assay Kit, Thermo Fisher Scientific, Waltham, MA, USA). The NS500 nanoparticle characterization system (NanoSight, Malvern Panalytical, Malvern, UK) equipped with a blue laser (405 nm) was used for real-time characterization of the vesicles.

### 4.3. Sample Preparation for Proteomic Analysis

Proteins were solubilized using 8 M urea in 100 mM Tris-HCl pH 8.0. Samples (10 μg) were digested by means of the standard FASP protocol (43). Briefly, proteins were reduced and alkylated (15 mM TCEP, 30 mM CAA, 30 min in the dark, RT); and sequentially digested with Lys-C (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) (protein:enzyme ratio 1:50, o/n at RT) and trypsin (Promega, Madison, WI, USA) (protein:enzyme ratio 1:50, 6 h at 37 °C). The resulting peptides were desalted using C18 stage-tips.

### 4.4. Mass Spectrometry

LC-MS/MS was done by coupling a nanoLC-Ultra 1D+ system (Sciex, MA, USA) to a LTQ Orbitrap Velos mass spectrometer (Thermo Fisher Scientific) via a Nanospray Flex source (Thermo Fisher Scientific). Peptides were loaded into a trap column (NS-MP-10 BioSphere C18 5 μm, 20 mm length, NanoSeparations, Nieuwkoop, Netherlands) for 10 min at a flow rate of 2.5 μL/min in 0.1% FA. Then peptides were transferred to an analytical column (ReproSil Pur C18-AQ 2.4 μm, 500 mm length and 0.075 mm ID) and separated using a 120 min linear-gradient (buffer A: 4% ACN, 0.1% FA; buffer B: 100% ACN, 0.1% FA) at a flow rate of 250 nL/min. The gradient used was: 0–2 min 6% B, 2–103 min 30% B, 103–113 min 98% B, 113–120 min 2% B. The peptides were electrosprayed (1.8 kV) into the mass spectrometer with a PicoTip emitter (360/20 Tube OD/ID μm, tip ID 10 μm) (Scientific Instrument Services, MA, USA), a heated capillary temperature of 325 °C and S-Lens RF level of 60%. The mass spectrometer was operated in a data-dependent mode, with an automatic switch between MS and MS/MS scans using a top 15 method (threshold signal ≥800 counts and dynamic exclusion of 45 s). MS spectra (350–1500 *m/z*) were acquired in the Orbitrap with a resolution of 60,000 FWHM (400 *m/z*). Peptides were isolated using a 1.5 Th window and fragmented using collision-induced dissociation (CID) with linear ion trap read out at a NCE of 35% (0.25 Q-value and 10 ms activation time). The ion target values were 1E6 for MS (500 ms max injection time) and 5000 for MS/MS (100 ms max injection time). Samples were analyzed twice.

### 4.5. Proteomic Data Analysis

Raw files were processed with MaxQuant (v1.5.3.30) using the standard settings against a mouse (UniProtKB/Swiss- Prot/TrEMBL, August 2014, 43,539 sequences) protein database, supplemented with contaminants. Label-free quantification was performed with a match between runs (match window of 0.7 min and alignment window of 20 min). Carbamidomethylation of cysteines was set as a fixed modification whereas methionine oxidation and N-term acetylation were variable protein modifications. The minimal peptide length was set to 7 amino acids and a maximum of two tryptic missed-cleavages were allowed. The results were filtered at 0.01 FDR (peptide and protein level). Afterward, the “proteinGroup.txt” file was loaded in Perseus (v1.5.1.6) for further statistical analysis. A minimum of four LFQ valid values per group was required for quantification. Missing values were imputed from the observed normal distribution of intensities. Then, a two-sample Student’s *T*-Test with a permutation-based FDR was performed. Only proteins with a *q*-value <0.1 and log2 ratio >1 or <−1 were considered as regulated. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD018891. 

### 4.6. RNA Sequencing (RNA-Seq) and Bioinformatics Analysis

Total RNA was isolated from cells using the RNeasy Mini Kit (Qiagen, Hilden, Germany #74106). The quantity and quality of the extracted RNA was assessed using NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific) and Agilent 2100 Bioanalyzer. RNA sequencing (RNA-seq) was performed by the CNIO Genomics Unit. 1 μg of total RNA from each sample was used. PolyA+ fraction was purified and randomly fragmented, converted to double-stranded cDNA, and processed through subsequent enzymatic treatments of end-repair, dA tailing, and ligation to adapters as in Illumina’s “TruSeq Stranded mRNA Sample Preparation Part # 15031047 Rev. D” kit (this kit incorporates dUTP during 2nd strand cDNA synthesis, which implies that only the cDNA strand generated during 1st strand synthesis is eventually sequenced). The adapter-ligated library was completed by PCR with Illumina PE primers (8 cycles). The resulting purified cDNA library was applied to an Illumina flow cell for cluster generation and sequenced using the Illumina HiSeq2500 platform by following the manufacturer’s protocols. 50bp single-end sequenced reads were analyzed with the nextpresso pipeline [46] as follows: sequencing quality was checked with FastQC v0.10.1 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 10 February 2017). Reads were aligned to the mouse genome (NCBI37/mm9) with TopHat-2.0.10 [47] using Bowtie 1.0.0 [48] and Samtools 0.1.1.9 [49] allowing two mismatches and 20 multihits. Differential expression was calculated with DESeq2 [50]. GSEAPreranked [51] was used to perform gene set enrichment analysis of the described gene signatures on a pre-ranked gene list, setting 1000 gene set permutations. Only those gene sets with significant enrichment levels (FDR *q*-value < 0.1) were finally considered. Access to RNA-seq data is provided from the Gene Expression Omnibus, under the ID GSE150221.

### 4.7. Proteomic and RNAseq Integration

We integrated the profiles associated with lymph node metastatic mouse model (B16-F1 vs. B16-F1R2) data from RNAseq and proteomic analysis. Results were represented as the correlation of the ratios at the protein and at the RNAseq level (in log2).

### 4.8. Gene Expression Analysis/Quantitative Real-Time PCR Analysis

Cell lines were analyzed for specific gene expression using pre-designed primers listed below: EMILIN-1 (Fw 5′-CCTGTCTGGCTCCAGTGC-3′, Rv 5′-GCTCTAGCTGCTGCACCTTC-3′) and Hprt (Fw 5′-TCCTCCTCAGACCGCTTTT-3′, Rv 5′-CCTGGTTCATCATCGCTAATC-3′). In brief, total RNA was extracted from tissues or cells as described above and reverse-transcribed using the QuantiTect Reverse Transcription Kit (Qiagen #205313). Quantitative real-time PCR (QRT-PCR) was performed on a 7500 Fast Real Time PCR System (Applied Biosystems, Waltham, MA, USA), using SYBER Green Universal PCR Master Mix (Life Technologies, Carlsbad, CA, USA #4304437). Gene expression was analyzed using the delta-deltaCT method for relative quantification and all samples were normalized to a housekeeping gene, Hprt.

### 4.9. Western Blot Analysis and Antibodies

Cells were lysed with RIPA buffer containing a complete protease and phosphatase inhibitor tablet (Roche, Basel, Switzerland, #11836153001, #PHOSS-RO). Lysates were cleared by centrifugation at 14,000× *q* for 15 min at 5 °C. Supernatant fractions were used for Western blot. Protein extracts or purified sEVs were quantified for protein content using the bicinchoninic acid assay (Pierce™ BCA Protein Assay Kit, Thermo Fisher Scientific #23225). Equal amounts of cell lysate or purified sEVs were resolved by SDS-PAGE and transferred into a polyvinylidene difluoride (PVDF) membrane (Millipore #IPVH00010). After blocking with 5% milk for 1 h RT, membranes were incubated with the antibody As556 IgG EMILIN-1 (Rabbit Polyclonal from CRO, Italy, 1/2000) overnight at 4 °C. Antibodies to β-actin (Mouse Monoclonal, #A5441 (Sigma), 1/10,000) for cells, and Alix 3A9 (Mouse Monoclonal, #2171S (Cell Signaling), 1/1000) for sEVs, were used as loading controls. The intensities of the immunoreactive bands were quantified by densitometry using ImageJ software v1.8.0 (NIH, LOCI, University of Wisconsin, Public Domain, BSD-2, https://imagej.nih.gov/ij/download.html, accessed on 30 May 2021).

### 4.10. Immunofluorescence

Cells were fixed with 4% paraformaldehyde (PFA, Electron Microscopy Sciences) for 20 min at RT, followed by permeabilization with 0.1% Triton X-100 (Sigma #11332481001) in PBS for 10 min RT. After washing with PBS, to avoid antibody unspecific interactions coverslips were incubated with PBS 5% Donkey Serum (Sigma #D9663), 1% BSA, and 0.05% Triton for 45 min at RT and stained with primary antibody As556 IgG EMILIN-1 (Rabbit Polyclonal from CRO, Italy, 1/2000) 4 °C overnight. Then, samples were rinsed and incubated with an Alexa Fluor 488 conjugated secondary antibody (Donkey, Rabbit IgG #A21206 (Life Technologies), 1/200). 40,6-diamidino-2-phenylindole (DAPI) was used for nuclear staining. Digitalized images were generated using a Leica TCS SP5 X AOBS or Leica TCS SP5 AOBS confocal microscopes (63X HCXPLAPO 1.4 N.A) and analyzed using Fiji software (Open source, https://imagej.net/software/fiji/, accessed on 30 May 2021) [52].

### 4.11. GW4869 Treatment In Vitro

Melanoma cells were treated for 24h with the inhibitor GW4869 (Selleckchem, Houston, TX, USA #S7609) at 10 μM per 3 × 10^5^ of cells seeded in 6-well plates. PBS-DMSO was added as a control. After the treatment, cells were stained following the protocol of immunofluorescence previously described. Digitalized images were generated using a Leica TCS SP8 FSU AOBS confocal microscope and analyzed using Fiji software [52].

### 4.12. MG-132 Treatment In Vitro

Melanoma cells were treated for 16h with the inhibitor MG-132 (Sigma #1211877-36- 9) at 8 μM per 3 × 10^5^ of cells seeded in 6-well plates. PBS-DMSO was added as a control. After the treatment, cells were stained following the protocol of immunofluorescence previously described. Digitalized images were generated using a Leica TCS SP8 FSU AOBS confocal microscope and analyzed using Fiji software [52].

### 4.13. Plasmids Design and Cloning Strategies

For the generation of HA-EMILIN-1 transfectants, B16-F1 GFP-luc cell line was transfected with pCMV3- N-HA (N-terminal HA-tagged) plasmid (Sinobiological, Wayne, PA, USA #CV017) in which human EMILIN-1 full sequence cDNA was cloned, the control cell line was generated using the empty vector pCMV3-N-HA. The cloning and primers designed for the generation of the vector and the insert fragments sharing overlapping were done following Gibson Assembly NEB protocol (New England Biolabs, Ipswich, MA, USA #E2611S/L) and SnapGene® Software (GSL Biotech LLC, San Diego, CA, USA). For transfection experiments, we used the Lipofectamine 2000 Transfection Reagent (Thermo Fisher #11668019). The transfection was done in suspension, where 5 × 10^5^ B16-F1R2 GFP-luc cells were seeded in a T6 multi-well with 8 μL of Lipofectamine reagent and 8 μg of DNA (ratio 1:1 according to manufacturer’s protocol). 16 h later, the medium was removed, and fresh medium was added. Neomycin (G-418 Sigma #G8168) selection were added 48h later at 2 mg/mL and 500 μg/mL, during 14 days. Stable transfected clones were isolated from the selected cells using “cloning cylinders” (Sigma #CLS31668) and tripsinization. The primers used for cloning were: EMILIN-1 Fw 5′-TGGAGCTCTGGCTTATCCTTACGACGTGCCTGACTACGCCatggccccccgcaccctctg-3′, EMILIN-1 Rv 5′-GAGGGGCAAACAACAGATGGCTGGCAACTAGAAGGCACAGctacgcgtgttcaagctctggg-3′, bGH (poly A) Fw 5′-CTGTGCCTTCTAGTTGCCAGCC-3′, HAtag Rv 5′-GGCGTAGTCAGGCACGTCGTA-3′. Two different polymerases were used due to the length of the vector. Platinium SuperFi DNA polymerase (Invitrogen, Waltham, MA, USA, #12351010) was used for vector amplification following the 3-steps protocol (<10 kb) and Platinum™ Pfx DNA Polymerase (Life Technologies #11708021) was used for the insert. The number of fragments used for assembly was 100 ng of the vector and 150 ng of EMILIN-1 insert. For the generation of R914W mutant, we performed a site-directed mutagenesis following QuickChange II Sited-Directed Mutagenesis protocol (Agilent Technologies, Santa Clara, CA, USA, #200523). The primers used for site-directed mutagenesis were: R914W Fw 5′-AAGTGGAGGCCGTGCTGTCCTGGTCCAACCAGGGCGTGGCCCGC-3′, R914W Rv 5′-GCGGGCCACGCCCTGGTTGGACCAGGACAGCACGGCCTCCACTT-3′. Cells were transformed and positive clones were confirmed by DNA sequencing.

### 4.14. Cell Viability Assay

Luminescent Cell Viability Assay, CellTiter-Glo, (Promega #G7570) at different time points (24, 48, 72 h) following manufacturer protocol. The CellTiter-Glo^®^ Luminescent Cell Viability Assay is a method to determine the number of viable cells in culture based on quantitation of the ATP present, which signals the presence of metabolically active cells. Cells were seeded into a T96-well plate and luminescence was measured at X 490 nm in a VICTOR Multilabel Plate Reader (Perkin Elmer, Waltham, MA, USA).

### 4.15. Cell Cycle

Cell cycle histograms for bulk DNA staining (PI), after addition of EdU, from B16-F1-HA and B16-F1-HA-E1 model were performed at 24, 48, 72, 96 h, and one week following manufacture protocol (Invitrogen #C10337). The percentage of B16-F1-HA and B6-F1-HAE1 cells in the S phase was calculated. The modified thymidine analog EdU was added 30 min before cell fixation. Cells were fixed by adding 100 μL PFA 4% (in PBS, freshly prepared) and Streptavidin-AF647 (Vector) was used after the EdU detection mix step. Data were acquired on BD FACS Canto II, at least 5000 single alive events were acquired and all data was analyzed using FlowJo^®^ software v10 (BD, Ashland, OR, USA).

### 4.16. Cell Tracking and Motility Assay

Cell tracking and motility analysis were performed overnight in chamber slide with a IBIDI μ-Slide 8 Well (#80826). Videos were acquired in DM6000B Widefield microscope 20X HCXPLAPO 0.7 N.A. (Leica Microsystems). For each cell model it has been required a cell identification and trajectory reconstruction. It has been performed well on live-cell, time-lapse, phase contrast video microscopy of hundreds of cells in parallel. Three or four positions were selected from the videos acquired. Cell position, distance and velocity were measured and analyzed from each position selected by using ImageJ software v1.8.0.

### 4.17. Xenograft Studies

All animal experiments were performed according to protocols approved by the Institutional Ethics Committee for Research and Animal Welfare (CEIyBA) of the CNIO, the Instituto de Salud Carlos III (CNIO-ISCIII), and the Comunidad Autónoma de Madrid (CAM).

### 4.18. Tumor Growth and Metastasis Studies

8 to 10 week-old C57BL/6J.OlaHsd male mice were injected in the flank with 1 × 10^6^ melanoma cells. Tumor volume was monitored 2–3 times per week. To analyze the metastatic spread through the lymphatic system, 8 to 10 week-old C57BL/6J.OlaHsd male mice were injected intra-footpad with 2 × 10^4^ melanoma cells. Animals were sacrificed 21 days after injection. Luciferase imaging was done ex vivo using the IVIS Spectrum system in both approaches. Popliteal lymph nodes were paraffin-embedded and stained with HMB45, the percentage of melanoma positive cells quantification was also performed.

### 4.19. In Vivo Imaging System

Luciferase imaging was performed using the IVIS Spectrum system (Caliper, Xenogen). Tumor-bearing mice were anesthetized (using isoflurane 3–4% and 0.5% O_2_), and D-luciferin (50 mg kg^−1^ in 100 μL PBS) was administered. Eight minutes later, mice were euthanized and their organs were analyzed for luciferase expression. Data were quantified with Living Imaging ® software 4.7.2 (Perkin Elmer). 

### 4.20. Histological Studies

Tissue samples were fixed in 10% neutral buffered formalin (4% formaldehyde in solution), paraffin-embedded and cut at 3 μm, mounted in superfrost^®^plus slides, and dried overnight. For different staining methods, slides were deparaffinized in xylene and re-hydrated through a series of graded ethanol until water. Consecutive sections were stained with hematoxylin and eosin (H&E), and several immunohistochemistry reactions were performed in an automated immunostaining platform (Autostainer Link 48, Dako; Ventana Discovery XT, Roche). Antigen retrieval was first performed with the appropriate pH buffer, (Low pH buffer, Dako; CC1m, Ventana, Roche) and endogenous peroxidase was blocked (peroxide hydrogen at 3%). Then, slides were incubated with the appropriate primary antibody As556 IgG EMILIN-1 (Rabbit Polyclonal from CRO, Italy). After the primary antibody, slides were incubated with the corresponding secondary antibodies. The immunohistochemical reaction was developed using 3, 30-diaminobenzidine tetrahydrochloride (DAB) or Purple Kit (Chromo Map DAB or Purple Kit, Ventana, Roche; DAB (Dako), and nuclei were counterstained with Carazzi’s hematoxylin. Finally, the slides were dehydrated, cleared, and mounted with a permanent mounting medium for microscopic evaluation. Positive control sections known to be primary antibody positive were included for each staining run. The intensity of EMILIN-1 expression in tumors was analyzed and scanned using ZEISS ZEN Microscope software, intensity above average was considered as high expression and below average as low.

### 4.21. Statistical Analyzes

Error bars in the graphical data represent means ± s.e.m. Mouse experiments were performed using at least three mice per treatment group. *p* values of *p* < 0.05 were considered statistically significant by Student’s *t* test or ANOVA. For the tumor growth analyzes, we performed two-way ANOVA statistical analyzes using GraphPad Prism® software v8.3.0. (GraphPad Software, San Diego, CA, USA)

## Figures and Tables

**Figure 1:**
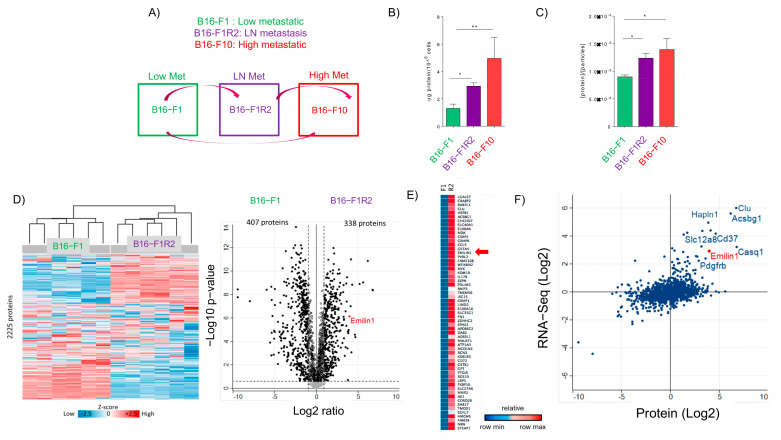
Defining the proteomic signature of sEVs secreted from lymph node metastatic melanoma models. (**A**) Schematic representation of the mouse melanoma models used. (**B**) Analysis of sEV number secretion and (**C**) total protein secreted in sEVs in mouse melanoma cells lines derived from low metastatic model (green), lymph node metastasis (purple) and distal metastasis (dark purple and red). *n* = 5. * *p* < 0.05, ** *p* < 0.01 using Mann Whitney test. (**D**) Unsupervised hierarchical clustering. 2225 proteins were identified in sEVs derived from B16-F1 and B16-F1R2 cell lines. To the right, a volcano plot showing the differentially expressed proteins (Student’s *t*-test, *p* < 0.05). Black circles represent proteins above the fold change cutoff. (**E**) Heatmap of genes differentially expressed in B16-F1R2 compared to B16-F1. As noted by the arrow, EMILIN-1 is over-expressed in both cell lines. (**F**) Correlation of proteomic and transcriptomic data to define the main genes overexpressed and proteins hyper-secreted in sEVs from B16-F1R2 compared to B16-F1 cell line.

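The symbols of the heatmap in Figure 1E were read from the picture, and some are hard to read. The readings Ephx1, Ptgis and Lrp1 are uncertain. All 50 symbols read are in the deposited FPKM table, and 49 of them passed the filter on low values. Of these, 48 were higher in B16-F1R2 than in B16-F1 at an adjusted p under 0.05 from limma, both with adjustment over all tested genes and over the list alone. As the list holds the paper's own calls on these data, this count does not show stability. The 48 log2 fold changes ran from 1.00 for Pvrl2 to 9.60 for Lgals7. Lgals7 went from 0.235 and 0 FPKM in the B16-F1 libraries to 154 and 132 in B16-F1R2, and Crabp2 from 1.82 and 2.08 to 121 and 113 (log2 fold change 5.83, adjusted p = 1.8e-07 from limma). Fn1, which encodes fibronectin, went from 4.74 and 4.95 FPKM to 27.1 and 31.4 (log2 fold change 2.57, adjusted p = 4.9e-06). Malat1 had the highest adjusted p of the 48, at 0.0071, with 12.8 and 12.7 FPKM in B16-F1 and 21.5 and 32.7 in B16-F1R2. The gene read as Ephx1 was lower in B16-F1R2, with 66.3 and 62.7 FPKM against 83.1 and 84.9 (log2 fold change -0.38, adjusted p = 6.3e-04). The gene read as Ptgis stayed under 1 FPKM in all libraries and was not tested.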

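Among the genes labelled in Figure 1F, Clu rose most at the pseudocount of 0.1, from 0.137 and 0.143 FPKM in the B16-F1 libraries to 69.9 and 75.4 in B16-F1R2. Acsbg1 rose from 0.260 ± 0.084 FPKM (SD, n = 2) to 61.1 ± 1.17, a log2 fold change of 7.43 (standard error 0.15, adjusted p = 5.5e-07 from limma). Slc12a8 and Cd37 were each listed at 0 in the second B16-F1 library. Their log2 fold changes on the log2(FPKM + 0.1) scale were 7.21 and 6.79 (adjusted p = 5.2e-07 and 5.4e-05), and their B16-F1R2 values were 16.1 and 17.1 FPKM for Slc12a8 and 20.9 and 16.4 FPKM for Cd37. Hapln1, Casq1 and Pdgfrb had log2 fold changes of 6.77, 5.70 and 4.15 with standard errors of 0.19, 0.21 and 0.16. For these genes the size of the change depends on the pseudocount, because B16-F1 lies near 0. With a pseudocount of 1 the values were 6.01 for Clu, 5.63 for Acsbg1, 4.36 for Hapln1, 4.12 for Slc12a8, 4.17 for Cd37, 3.22 for Casq1 and 2.24 for Pdgfrb. With a pseudocount of 0.01 they ran from 4.75 for Pdgfrb to 9.76 for Slc12a8. The direction was the same with both. Clu lies on chromosome 14, where the median log2 fold change of 359 tested genes was 0.34.

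**Figure D2:**
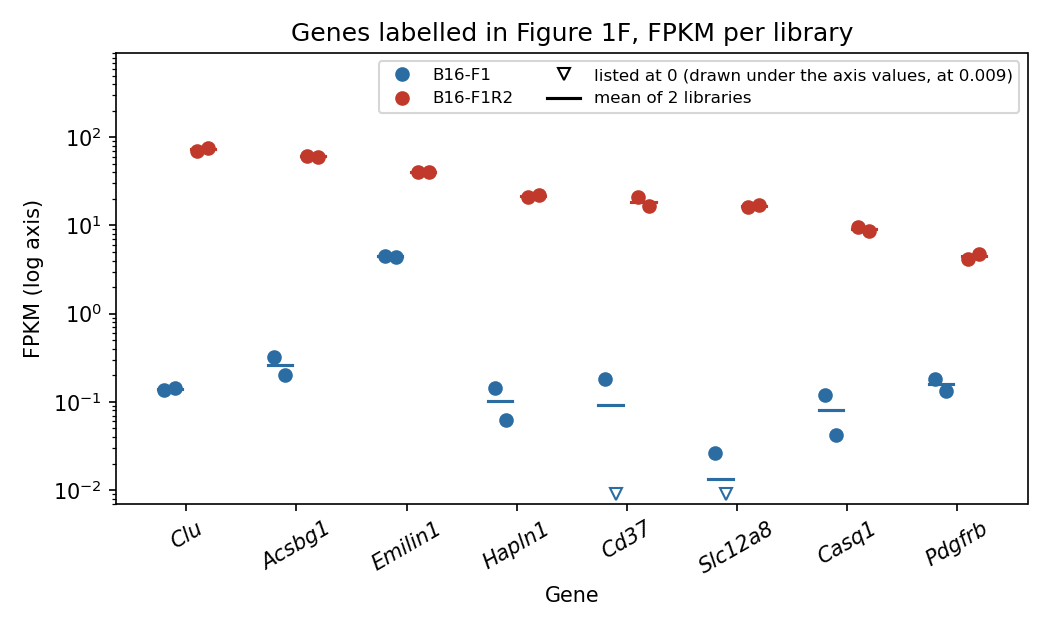
FPKM (vertical axis, log scale) of the genes labelled in Figure 1F (horizontal axis) in each library of B16-F1 and B16-F1R2; points are single libraries and short lines the mean of 2 libraries, and open triangles mark values listed at 0, which a log axis cannot place. The B16-F1R2 points lie above the B16-F1 points for all 8 genes.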

**Figure 2:**
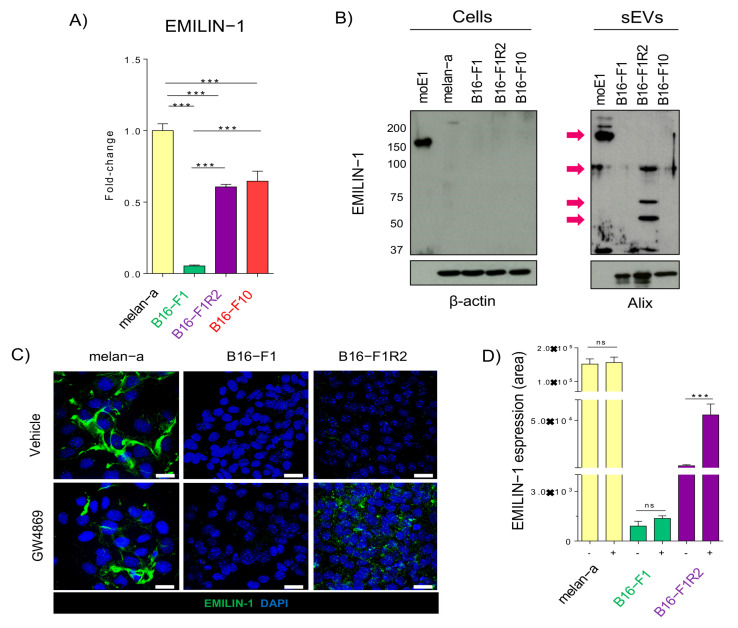
EMILIN-1 is degraded and secreted in sEVs from B16-F1R2 cell line. (**A**) mRNA expression levels by qRT-PCR of EMILIN-1 (*n* = 2), *** *p* < 0.001 using Mann Whitney test. (**B**) Analysis by Western-blot of EMILIN-1 in mouse cell line models and derived sEVs (B16-F1, B16-F1R2, and B16-F10). moE1, EMILIN-1 recombinant mouse protein, was used as loading positive control, molecular weight expected is 150 kDa indicated by an arrow. Anti-EMILIN-1 antibody detected several bands with a lower molecular weight than expected in secreted sEVs, indicated by an arrow. (**C**) Analysis of EMILIN-1 (in green) expression and localization by confocal immunofluorescence (scale 18 μm) in melanocytes, B16-F1 and B16-F1R2 cell lines before and after the treatment with 10 μM GW4869 during 24 h. Cell nuclei were stained with DAPI (in blue). (**D**) Quantification of EMILIN-1 expression (green signal) in (**C**), *** *p* < 0.001, ns: non-significant, by Non-parametric *t*-test.

**Figure 3:**
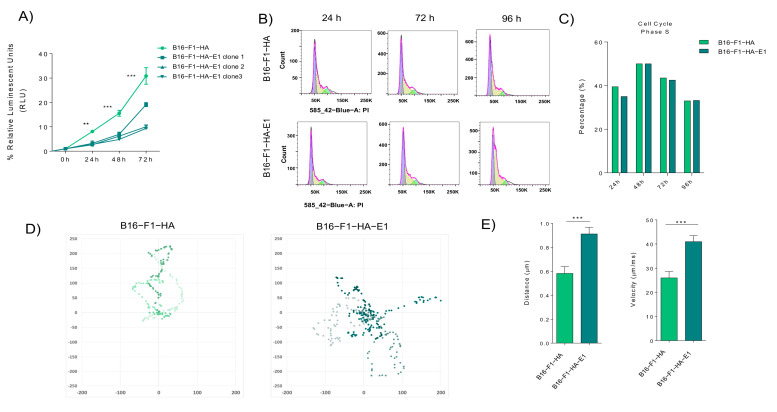
EMILIN-1 overexpression reduces cell viability and directionality cell migration. (**A**) Analysis of cell viability using CellTiter-Glo^®^ Luminescent Cell Viability Assay after EMILIN-1 expression of B16-F1-HA and different clones of B16-F1-HA cells overexpressing EMILIN-1 at indicated time point (*n* = 2) ** *p* < 0.01 and *** *p* < 0.001 by 2- way ANOVA. Relative Luminescent Units (RLU) are represented in y axis. (**B**) Representative histograms showing the cell cycle distribution in B16-F1-HA and B16-F1- HA-E1 models at 24, 72 and 96 h. (**C**) Relative changes in the percentage of B16-F1-HA and B16-F1-HA-E1 cells in S phase after addition of Edu. (**D**) Representative examples of cell tracking and motility analysis in B16-F1-HA and B16-F1-HA-E1 models. (**E**) Distance and velocity of cell tracking analysis by ImageJ software *** *p* < 0.001 by Unpaired *t*-test.

**Figure 4:**
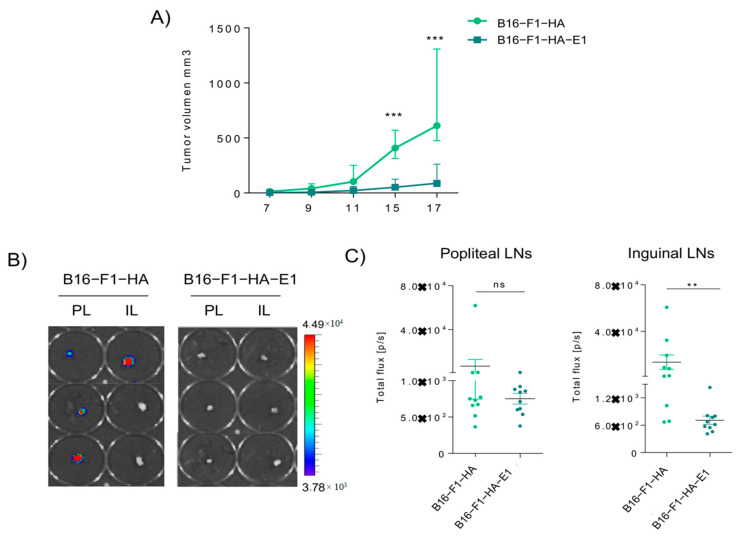
Overexpression of EMILIN-1 reduce tumor growth and lymph node metastasis. (**A**) Growth of subcutaneous xenografts established from B16-F1 and B16-F1-HA E1 cells (*n* = 5 per group) *** *p* < 0.001 by 2-way ANOVA. (**B**) in vivo imaging of popliteal and inguinal lateral LNs, from intrafootpad injected mice from B16-F1-HA andB16-F1-HA-E1 cells. (**C**) Total flux (p/s, photons per second) quantification of popliteal and inguinal LN, *n* = 10 ** *p* < 0.05 by Nonparametric *t*-test.

**Figure 5:**
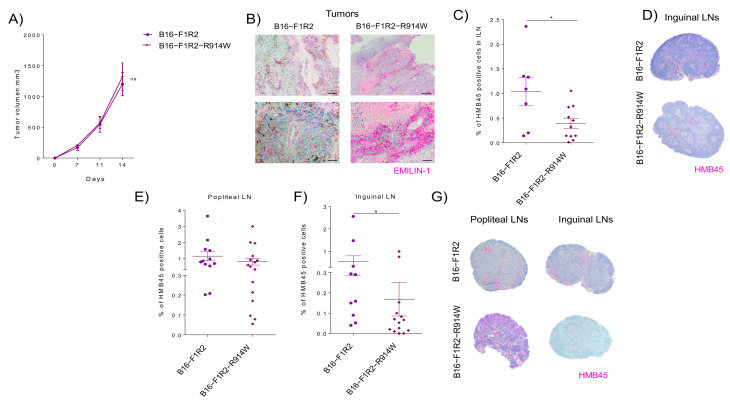
Analysis of EMILIN-1 stabilization mutant in vivo. (**A**) Tumor growth and lymph node metastasis of B16-F1R2 and B16-F1R2-R914W xenografts. C57BL/6 mice were injected subcutaneously with 1 × 10^6^ B16-F1R2 (*n* = 8 mice) and B16-F1R2-R914W (*n* = 10 mice) cells. (**B**) Representative images of B16-F1R2 and B16-F1R2-R914W tumor sections stained for EMILIN-1. Bar: 100µm (**C**) Percentage of melanoma HMB45 positive cells quantification from inguinal lymph nodes were used for analyzed lymph node metastasis (B16-F1R2, *n* = 7 and B16-F1R2-R914W, *n* = 13) * *p* < 0.05 by Non-parametric *t*-test. (**D**) Representative images of inguinal lymph nodes (HMB45 staining) from B16-F1R2 and B16-F1R2 R914W xenografts. Bar: 500 µm. (**E**–**G**) Analysis of lymph nodes from C57BL/6 mice injected intrafootpad with 200,000 B16-F1R2 and B16-F1R2-R914W cells. Percentage of melanoma HMB45 positive cells quantification from (**E**) popliteal (B16-F1R2 group *n* = 12 and B16-F1R2-R914W group *n* = 16) and (**F**) inguinal lymph nodes (B16-F1R2 group *n* = 10 and B16-F1R2-R914W group *n* = 14), * *p* < 0,05 by Non-parametric *t*-test. (**G**) Representative images of popliteal and inguinal lymph nodes (HMB45 staining) from C57BL/6 mice. Bar: 500 µm.

## Data Availability

All reagents/models used in this work are available, please contact Peinado.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22147406/s1.

How the deposited data were processed for this re-analysis (not part of the article)

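RNA from the mouse melanoma lines B16-F1, B16-F1R2 and B16-F1R2L was measured in 2 libraries each. Conditions and replicate numbers were taken from the sample labels, and the paper also names the lines B16-F1 and B16-F1R2. B16-F1R2L is named by the labels only, and its results are kept apart from the paper's conclusions. As the paper describes, the authors sequenced polyadenylated RNA in single-end reads of 50 bases and aligned them with TopHat to NCBI37/mm9 with 2 mismatches allowed and up to 20 positions per read. The authors deposited FPKM values, 1 table for all libraries, in which replicates are not pooled. The paper names the nextpresso pipeline for the reads, but no step that gives FPKM and no gene annotation. Values far below what 1 read is worth occur, as an iterative assignment of shared reads leaves them, so a gene at 0 is described as listed at 0.

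From these FPKM, log2(FPKM + 0.1) was computed for the 11379 of 23951 genes with at least 1 FPKM in at least 2 libraries. Lines were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), with Benjamini-Hochberg adjustment and a threshold of 0.05, over all 6 libraries and without a block for the replicate number. The replicate numbers come from the labels, and the paper describes no pairing. The authors computed differential expression with DESeq2. A count test was not used here because FPKM are not counts. The depth of 12200000 to 14500000 reads per library is an estimate from the lowest FPKM of genes with 1 annotated transcript, and the paper's text states no depth. Intervals that need read counts were not computed.

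Gene positions, length and GC content came from the NCBIM37 assembly and its annotation, which is the assembly that mm9 names, by matching gene symbols; 20721 symbols (86.5%) matched 1 position. Of the tested genes, 92.1% had a length and 89.6% a GC content. Shared sequence was checked with stretches of 50 bases that match exactly between protein-coding transcripts. ECM genes were tested with Fisher's exact test and with camera. Chromosome medians were tested by 1000 random assignments of genes to chromosomes. The correction for GC content and gene length removed from each library what splines with 4 degrees of freedom of these properties predicted, by robust regression (MASS 7.3.60.0.1). A first form by least squares was replaced by the robust form after its result had been seen, and the counts under both are given. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the other steps.

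The steps were tested on simulated data. With 200 of 10995 genes changed by log2 fold changes of at least 1 in size, limma recovered 193 (96.5%) and called 7 others. In the data 6305 genes were called between B16-F1R2 and B16-F1, of which 819 higher and 328 lower ones reached that size. The simulation therefore does not test the smaller changes that make up most calls, nor so large a share of changed genes. A simulated set of 58 unchanged genes gave a Fisher p of 1 and a camera p of 0.22, and a set with 30 raised genes was found by both tests. As few unchanged genes were called in the simulation, that Fisher p was close to fixed in advance. Noise was drawn independently for each gene, so sets of correlated genes were not tested. A simulated dependence on GC content over 9866 genes shrank from 0.54 between the genes highest and lowest in GC content to -0.0012 under the robust correction. Over 10000 genes without a chromosome shift, 2 of 40 runs of the chromosome test gave a p under 0.05.

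The genes named were those the paper names for the RNA data (at most 10 of Figure 1E), the EMILIN family, genes of the paper's discussion, Hprt, the 10 neighbours of Emilin1, the 5 genes with the largest log2 fold change in each direction among those past the threshold without overlap between the lines, at most 10 ECM genes, and lists of cell type markers. Other genes are said to have been chosen after their values were seen. Alternatives were other pseudocounts (1 and 0.01), filters (none, or 5 FPKM), scalings, eBayes without a trend, only the 4 libraries of the lines compared, a block for the replicate number, a minimum log2 fold change of 1, and each library left out in turn. The proteomic data, the qPCR and the animal experiments were not analysed here.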

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

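The tests of scaling for B16-F1R2L, of the small RNA genes and of the pigment genes were chosen after the results were seen. The tests of gene length and GC content were chosen earlier.

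B16-F1R2L is a line of the deposited data that the paper does not report on. Against B16-F1R2, 1378 genes were higher and 1190 lower of the 11379 tested. The median log2 ratio of all tested genes was 0.022. The deposited FPKM changed little when they were scaled by median ratios, so this value could lie near 0 by construction and cannot rule out a scaling difference. When the FPKM were rescaled to a sum of 1000000 in each library, the median moved to 0.13 and the counts to 2079 higher and 489 lower, so the balance of the directions depends on the scaling. Against B16-F1, 4765 genes were called in the same direction in B16-F1R2 and in B16-F1R2L and 92 in opposite directions. Both lines share the B16-F1 libraries in that comparison, which raises this overlap.

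Emilin1 was also higher in B16-F1R2L than in B16-F1, with 35.5 and 30.4 FPKM and a log2 fold change of 2.86. Against B16-F1R2 it was slightly lower in both libraries, with a log2 fold change of -0.30 (adjusted p = 0.042 from limma; 0.0029 to 0.12 across the alternatives, with log2 fold changes from -0.35 to -0.19). This small difference may follow from the scaling, since it was -0.19 when the libraries were rescaled to 1000000. Hapln1 was lower in B16-F1R2L than in B16-F1R2 by a log2 fold change of -1.02 (adjusted p = 0.017; 0.0016 to 0.072 across the alternatives), in both libraries. Clu was higher by 0.28 (adjusted p = 0.029; 0.018 to 0.048 across the alternatives), in both libraries.

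Many of the largest fold changes lay at genes of small RNAs, which the paper does not discuss. Against B16-F1, B16-F1R2 had log2 fold changes of 13.24 at Snord34, 12.73 at Snord49b, 8.13 at Snora44, -12.75 at Snord45c, -11.60 at Mir1982 and -8.73 at Mir1249. Against B16-F1R2, B16-F1R2L had 12.75 at Snord49a, 11.40 at Snord87, 8.83 at Mir1940, 7.78 at Mir6382, -12.73 at Snord49b, -12.55 at Snord96a and -10.09 at Snora33. Gm12238, which is not counted among the small RNA genes, had 7.68. Of the 20 largest changes, 9 were at small RNA genes between B16-F1R2 and B16-F1 and 19 between B16-F1R2L and B16-F1R2. The median difference between replicates was 13.2 times as large at the 115 small RNA genes as at the other tested genes. At 60 of the 115, one library of a line was at 0 and the other at 10 FPKM or more, against 1 of the 11264 other genes. Among the small RNA genes named above, some agreed between replicates and others did not. Snord49b had 716 and 647 FPKM in B16-F1R2 and was listed at 0 in all libraries of the other lines. Snora33 had 222 and 53.7 FPKM in B16-F1R2. Unstable FPKM of short genes are therefore a possible source of changes at small RNA genes. The spread between replicates does not explain the changes that agree between them. Agreement does not make them changes of the small RNAs, since polyadenylated RNA was sequenced. Snord49a, which lies near Snord49b on chromosome 11, was listed at 0 in both B16-F1R2 libraries. It had 725 and 653 FPKM in B16-F1R2L, and 728 and 0 in B16-F1. Whether reads were assigned differently between such genes was not tested, nor was a biological explanation.

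Other large changes outside the genes the paper shows were rises in B16-F1R2 at Mrap (8.08), Lrmp (7.87) and Fxyd1 (7.81), which were listed at 0 in both B16-F1 libraries, so that the pseudocount sets the size, and were chosen after their values were seen. There were falls at Lgals3 (-7.61) and Cyba (-7.39), and in B16-F1R2L against B16-F1R2 at Col1a1 (-2.73) and Hspb7 (-2.39). Cyba was listed at 0 in both B16-F1R2 libraries, and its log2 fold change ran from -10.70 to -4.14 with the pseudocount. Lgals3 went from 60.1 and 63.0 FPKM in B16-F1 to 0.170 and 0.267 in B16-F1R2. Col1a1 was 0.226 and 0.311 in B16-F1, 16.8 and 17.1 in B16-F1R2, and 2.81 and 2.19 in B16-F1R2L. No explanation was tested for these genes.

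The genes of pigment synthesis were lower in B16-F1R2 than in B16-F1, with log2 fold changes of -3.70 for Tyr, -1.38 for Dct, -1.17 for Pmel, -0.73 for Tyrp1 and -0.57 for Mlana. Under the 3 other scalings the smallest fall of the 5 genes was -0.56. As these scalings moved the 5 genes little, they cannot decide on a scaling difference. A single scaling factor would shift the 5 genes alike, but their log2 fold changes ran from -3.70 to -0.57, with standard errors of at most 0.067. These values argue against scaling as the only source of the falls, though a smaller common shift stays possible. Dilution by RNA of other cells would lower melanocyte genes alike, and the log2 fold changes of 7 melanocyte markers spanned 3.55, with Mitf at -0.15 (adjusted p = 0.11; 0.038 to 0.31 across the alternatives). GC content and length were not tested for these genes by themselves, and the lines came from different sources, so the fall cannot be told apart from a difference between the cultures.

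Gene length and GC content were tested for the genes higher in B16-F1R2. Between B16-F1R2 and B16-F1, the median log2 fold change of the longest genes minus that of the shortest was -0.12, with the 10475 tested genes of known length parted into 5 classes of equal size, and for GC content this difference was -0.18. Both exceed the limit of 0.1 in size, so the log2 fold changes follow these properties in part. After the correction for both, 3020 genes were higher and 3304 lower, and Emilin1 had a log2 fold change of 3.27, so the changes are not fully explained by them.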

How the results depend on the processing

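The alternatives were chosen before the data were examined, except for leaving out the small RNA genes and the corrections for GC content and gene length, which were chosen after seeing the data. Emilin1 was higher in B16-F1R2 than in B16-F1 with an adjusted p under 0.05 under all 12 alternatives run for it, with a log2 fold change from 2.93 to 3.27. All 8 genes labelled in Figure 1F stayed higher under the 11 alternatives run, and the number of Figure 1E genes that were higher ran from 47 to 49, with 48 in the reported setting; the 49 were counted without a filter. Both lists hold the paper's own calls on these data, so these counts do not show stability. The odds ratio of the ECM genes ran from 2.11 to 7.48 with Fisher's exact test giving p of at most 7.3e-04. The test camera of limma also gave a shift upward.

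Where a count changed by more than 1.5 times, the cause was not tested, apart from the shift of the median given for the rescaling. Against the 3207 higher and 3098 lower genes of B16-F1R2, requiring a log2 fold change of at least 1 left 819 and 328. For B16-F1R2L against B16-F1R2, with 1378 higher and 1190 lower, the counts were 116 and 24 under that requirement, 2079 and 489 after rescaling to 1000000, and 874 and 644 from only the 4 libraries of the lines compared. The lower genes were 743 with no filter and 650 without a trend. The rescaling raised the share of higher genes to 81.0% from 53.7% and moved the median of all genes from 0.022 to 0.13.

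The correction for GC content and gene length was first made by least squares. It gave 2270 higher and 4488 lower genes for B16-F1R2 (33.6% higher, against 50.9% without it) and 1360 higher and 2242 lower for B16-F1R2L against B16-F1R2 (37.8% higher). Its median log2 ratio between B16-F1R2 and B16-F1 was -0.13. After these values had been seen, it was replaced by a robust fit centred on each library's median, which gave 3020 and 3304 for B16-F1R2 and 1696 and 1535 for B16-F1R2L. The balance of higher and lower genes therefore differs between these forms of the correction, and whether the fit or the centring is the cause was not tested. Emilin1 had a log2 fold change of 3.08 under the least squares form. Leaving out the small RNA genes gave 3322 and 3207, and 1628 and 1458.

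By means alone, without a test, 851 genes were at least 2-fold higher and 363 lower in B16-F1R2; with no filter these were 1425 and 667, and with a filter at 5 FPKM 390 and 219. With each library left out they ran from 861 to 875 and from 373 to 391. For B16-F1R2L against B16-F1R2 they were 159 and 67; with a pseudocount of 1 they were 59 and 43, with no filter 355 and 189, with a filter at 5 FPKM 69 higher, and after quantile normalization 133 lower. With each library left out they ran from 157 to 192 and from 76 to 82.

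The fall of Emilin1 in B16-F1R2L against B16-F1R2 (-0.30) was no longer past the threshold with no filter (-0.30, adjusted p = 0.079), after rescaling to 1000000 (-0.19, adjusted p = 0.12), after quantile normalization (-0.27, adjusted p = 0.053), without a trend (-0.30, adjusted p = 0.073) and from the 4 libraries alone (-0.30, adjusted p = 0.073). Over all its alternatives the adjusted p ran from 0.0029 to 0.12. With each library left out it ran from -0.41 to -0.19, and for B16-F1R2 against B16-F1 Emilin1 ran from 3.14 to 3.17.

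With the replicate number as a block, 3141 genes were higher and 3040 lower in B16-F1R2 than in B16-F1, and 1217 higher and 1104 lower in B16-F1R2L than in B16-F1R2. Emilin1 kept log2 fold changes of 3.15 and -0.30, and the ECM odds ratio was 3.49. The deviations of libraries with the same number had correlations across 8987 genes of 0.012, -0.035 and 0.077 between the lines, so the numbers were not taken as a pairing.

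Some genes changed direction. After quantile normalization this held for Agbl5 (-0.022), Col1a2 (-0.24), Postn (-0.31) and Cd68 (-0.50) between B16-F1R2 and B16-F1, and for Id2 (0.022) between B16-F1R2L and B16-F1R2. After rescaling to 1000000 it held between B16-F1R2L and B16-F1R2 for Acsbg1 (from -0.11 to 0.00049), Id2 (from -0.057 to 0.051), Smad6 (from -0.061 to 0.043) and Bambi (from -0.068 to 0.038), which lay near 0 and followed the shift of the median. With a library left out it held for Mapre3 (from -0.27 to 0.10) and Cd68 (from -0.42 to 0.46), and between B16-F1R2L and B16-F1R2 for Id2 (from -0.13 to 0.015), Smad6 (from -0.24 to 0.11) and Emilin2 (from -0.41 to 0.011). The cause of the other reversals was not tested. In all, the 103 results for single genes gave 1007 tested values under alternatives, of which 957 kept their direction and their side of the threshold, 35 became weaker, 6 stronger and 9 reversed. Of 412 values with a library left out, 404 kept their direction and 8 reversed. With 2 libraries in a line, the size of such a move is set by the difference between them and shows no stability.

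The depth limits genes near 0. For genes at or near 0 in B16-F1 the size of a fold change is set by the pseudocount, as for Clu, whose log2 fold change ran from 6.01 to 8.92, while Emilin1, at 4.50 and 4.41 FPKM in B16-F1, moved by little.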

Differences from the paper's values

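Figure 1F plots RNA ratios on the log2 scale, and 5 of its labelled dots could be read by eye. The log2 fold change of Emilin1 was 3.15 here against the paper's value of about 2.9 in Figure 1F, read by eye. For Clu it was 8.24 against the paper's about 6.0 in Figure 1F, for Acsbg1 7.43 against about 5.6 in Figure 1F, for Casq1 5.70 against about 3.2 in Figure 1F and for Cd37 6.79 against about 4.2 in Figure 1F, all read by eye. Of the alternatives set before the data were examined, a pseudocount of 1 closed the gap for all 5 genes, with values of 2.93 for Emilin1, 6.01 for Clu, 5.63 for Acsbg1, 3.22 for Casq1 and 4.17 for Cd37. None of the other alternatives set before the data were examined, nor the corrections for GC content and gene length run for Emilin1, closed the gap for any of the 5. Of these, the filters, eBayes without a trend, the 4 libraries alone and the replicate block leave log2 fold changes as they are. They could therefore not have closed it. Values from DESeq2, which the paper used, were not computed, so the match does not show how Figure 1F was made. The tolerance for reading the dots, 0.05 or the replicate spread where that was larger, was set when the values with a pseudocount of 1 were already known.

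In Figure 1F the dots that can belong to Pdgfrb lie under that of Emilin1 on the RNA axis. Here the log2 fold change of Pdgfrb was 4.15, above the 3.15 of Emilin1, and with a pseudocount of 1 it was 2.24, under the 2.93 of Emilin1. Figure 1E shows a gene whose symbol was read as Ephx1 as higher in B16-F1R2, and here Ephx1 had a log2 fold change of -0.38. The symbol is blurred. Epha1, a similar symbol chosen after its values were seen, had 2.27. In the order read, the B16-F1R2 means of the list fall almost throughout. Zdhhc2 and Apobec2, read beside this symbol, had 27.8 and 27.6 FPKM, against 64.5 for Ephx1 and 2.01 for Epha1. Neither reading keeps that order, so the gene stays unknown. Lrp1, counted as higher, had 9.27 against 23.5 for Fkbp10 beside it, so this reading is uncertain too. The symbol read as Ptgis belongs to a gene that stayed under 1 FPKM here, and Ptgir, also chosen after its values were seen, had a log2 fold change of 5.94. The legend of Figure 1E states that EMILIN-1 is over-expressed in both cell lines; here Emilin1 had 4.50 and 4.41 FPKM in B16-F1 and 40.3 and 40.6 in B16-F1R2.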

Other observations

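The test of GC content and length for the chromosome pattern was chosen after the result was seen, and the lists of stress response and BMP genes were written after Trib3, Nupr1 and Id1 had stood out but before the values of the listed genes were seen.

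Since B16-F1R2 is a lymph node metastatic variant, RNA of other cells was tested as an explanation for the genes higher in it. Of 19 leukocyte markers, 15.8% (Cd79a, Lyz2 and Cd68) had a mean of at least 1 FPKM in B16-F1R2 and a higher mean than in B16-F1, and 8 were listed at 0 in all libraries. Of 8 fibroblast markers, 37.5% (Col1a1, Col1a2 and Postn) did so, and Dcn, Lum and Thy1 were listed at 0 in all. Both shares lie under the limit of 50% set for this explanation. Cd68, Col1a2 and Postn changed direction after quantile normalization. The median log2 ratio between B16-F1R2 and B16-F1 over all tested genes was 0.0046, which cannot rule out a scaling difference, since the deposited FPKM already lie near a scaling by median ratios. Under 2 other scalings, 2998 genes were higher and 2937 lower after rescaling to 1000000, and 2919 and 3370 after quantile normalization.

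The rise of Emilin1 was tested against a gain of its chromosome region and against shared reads. The 10 nearest tested genes had a median log2 fold change of -0.11, at the 26.3 percentile of 10275 such windows, whose 95th percentile was 0.36. Only 0.514% of its 50-base stretches occur in another gene. Neither explanation accounts for the rise. The correction for GC content and length left it at 3.27.

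The log2 fold changes between B16-F1R2 and B16-F1 differed by chromosome. Over 10410 genes, the chromosome medians had a range of 0.68, against 0.12 at the 95th percentile of 1000 random assignments of genes to chromosomes (permutation p = 0.001, the smallest they can give). On chromosome 14, 77.7% of 359 genes were higher and the median was 0.34; on chromosome 17, 80.2% of 526 genes were lower and the median was -0.34. The other 18 chromosome medians lay between -0.15 and 0.12. In B16-F1R2L against B16-F1 the medians were 0.34 and -0.34 as well. Along chromosome 14 parted in 3 the medians were 0.26, 0.43 and 0.34, and along chromosome 17 they were -0.37, -0.31 and -0.36. After the correction for GC content and length the range was 0.69, so those properties do not account for it. A candidate explanation is a gain of chromosome 14 and a loss of chromosome 17 in B16-F1R2, or the reverse in the B16-F1 cells used; DNA copy number was not measured in these data, and genes on a chromosome are not independent. Clu lies on chromosome 14, but its log2 fold change of 8.24 is far above that median.

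More genes were on in B16-F1R2 alone than in B16-F1 alone. Leaving out small RNA genes, 163 genes had at least 1 FPKM in both B16-F1R2 libraries and under 0.1 in both B16-F1 libraries, and 28 the reverse. At 5 FPKM these were 37 and 5, a ratio of 7.4, and 35 of the 37 were at 5 FPKM or more in both B16-F1R2L libraries too. A deeper sequencing of B16-F1R2 would not give such a ratio at 5 FPKM, and the estimated depths differed little. Whether the genes were switched on in B16-F1R2 or lost in B16-F1 cannot be told from these lines.

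Hprt, the reference gene of the paper's qPCR, was higher in B16-F1R2 than in B16-F1, with 135 and 130 FPKM against 97.9 and 93.0 (log2 fold change 0.47, adjusted p = 4.2e-04; 4.0e-04 to 0.0028 across the alternatives). Its smallest value over the 3 other scalings was 0.47, but these moved it little, so they cannot rule out a scaling difference. The log2 fold change of Emilin1 minus that of Hprt was 2.68.

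Of the EMILIN family, Emilin2 was listed at 0 in both B16-F1 libraries and had 2.32 and 1.70 FPKM in B16-F1R2 and 1.97 and 1.49 in B16-F1R2L. Mmrn2 had 0.319 and 0.390 FPKM in B16-F1R2 against 0.0403 and 0.0420 in B16-F1 and was not tested. Emilin3 and Mmrn1 were listed at 0 in all libraries, as were Dcn and Mmp3, which the paper discusses. Elane had at most 0.374 FPKM and Mmp9 at most 0.0899. Mmp14 had 159 and 159 FPKM in B16-F1 and 118 and 131 in B16-F1R2 (log2 fold change -0.35, adjusted p = 0.0035; 0.0034 to 0.013 across the alternatives).

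In B16-F1R2L, Trib3 rose from 13.6 and 14.0 FPKM in B16-F1R2 to 97.4 and 99.1 (log2 fold change 2.83) and Nupr1 by 2.11 on the log2 scale. Both are known targets of the integrated stress response, and 80% of 10 other genes listed for it, of which 9 were tested (Asns, Chac1, Ddit3, Sesn2, Atf3, Psat1, Slc7a11 and Ddit4) rose as well with an adjusted p under 0.05. A difference in stress response between the B16-F1R2L and B16-F1R2 cultures is a hypothesis, and it cannot be told apart from the state of either culture at harvest. For some of these genes part of the rise is a low level in B16-F1R2. Against B16-F1, Trib3 had a log2 fold change of -0.94 there, Chac1 -1.54, Slc7a11 -1.17, Sesn2 -0.95, Atf3 -0.83, Ddit4 -0.70, Ddit3 -0.39, Psat1 -0.11 and Asns 0.0024, while Nupr1 had 0.50. In B16-F1R2L against B16-F1 the log2 fold changes were 1.89 for Trib3 and 2.61 for Nupr1, and those of the 8 other genes ran from 0.13 for Psat1 to 1.04 for Asns, and that of Slc7a11 was 0.14 (adjusted p = 0.52). Id1 fell in B16-F1R2L by a log2 fold change of -1.67, and of 6 other BMP target genes 33.3% (Id3 and Smad7) fell with it, under the 50% set for this explanation. Smad9 did not pass the filter, so 5 of the 6 could be tested, and 2 of 5 lies under that limit too. The adjusted p of Smad7 was 0.026 (0.0094 to 0.064 across the alternatives). Id2, Smad6 and Bambi showed no change past the threshold and changed direction when the libraries were rescaled to 1000000.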
